A study of Mus musculus with 7 samples. Its data were reported in "Epigenomic priming of immune genes implicates oligodendroglia in multiple sclerosis susceptibility" (2022).

How the data were processed

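Chromatin accessibility of single cells (10x Genomics single-cell ATAC-seq) was analysed in 7 mouse spinal cord libraries: EAE1 to EAE3 from animals with experimental autoimmune encephalomyelitis (EAE, immunised with MOG peptide in complete Freund's adjuvant, CFA) and Ctr1 to Ctr4 from animals given CFA without the peptide. Per the labels, Sox10-GFP+ and Sox10-GFP− cells, sorted as living, were pooled at 4:1 before lysis, so every share of cells describes that pool and not the tissue; the sample description in the labels speaks instead of total nuclei without selection. The labels name 2 EAE animals and 4 control animals while 3 EAE libraries are listed, so a pair of EAE libraries may come from 1 animal, and p-values measure only the spread between these libraries.

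The authors aligned reads to mm10 and called cells and peaks separately in each library with Cell Ranger ATAC 1.2.0. The deposited count matrices hold raw counts of cut sites (the ends of transposed fragments, mostly 2 per fragment) per called peak and called cell of 1 library, and the deposited barcode tables hold counts of fragments per barcode (total, duplicate, mitochondrial, and in peaks, TSS, promoter, enhancer and DNase-sensitive regions). Intervals for shares (exact Clopper-Pearson, 95%) and limits for shares of 0 (3 counts of the total) cover counting error only. The deposited cell annotation gives cell types by label transfer from single-cell RNA-seq with manual correction by the authors. It also holds a prediction score as a fraction from 0 to 1, a blacklist ratio as a fraction, the deposited percent of reads in peaks, and the nucleosome signal and TSS enrichment, each a score that the authors computed per cell with Signac 0.25. The version of Seurat is not given in the labels. The authors kept cells by limits on fragments in peaks, percent of reads in peaks, blacklist ratio, nucleosome signal and TSS score. The deposited percent of reads in peaks equalled 100 times fragments over cut sites in all 4895 annotated cells (50.4 to 55.5), so its limit removed no cell; the percent of fragments in peaks computed here ran from 13.1 to 89.6. Another 62 annotation columns, the raw barcode matrices and the aggregated matrix were not used here. No count matrix of EAE1 was analysed here, so EAE1 entered only the comparisons of library quality, cell shares, fragment classes and transferred labels.

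Annotated cells were joined to the matrices by barcode, and cell types were pooled over subtypes into mature oligodendrocytes (MOL), oligodendrocyte precursor cells (OPC), microglia (MiGl) and others. No doublet caller was run, and the labels name no removal of doublets beyond the upper limit on fragments in peaks, so barcodes that hold a pair of cells were kept under the annotated name. MOL56 were the cells annotated as MOL5/6 of their own condition. Cut sites were summed per library and cell type (pseudobulks of at least 10 cells). EAE1, with 1442 MOL and 78 OPC, had no matrix here, and EAE2 held 1 MOL and 0 OPC. The MOL and OPC comparisons therefore set EAE3 alone against Ctr1 to Ctr4 (3 residual degrees of freedom). The lone EAE library was assumed to vary like the controls. The plan had foreseen 2 EAE pseudobulks for MOL and only values for OPC with fewer than 2; the tests with 1 EAE library depart from it. MOL1/2 were not tested.

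Peaks of the 6 libraries with a matrix were merged with bedtools 2.31.1 into 306503 regions, of which 40773 held a called peak in all 6 and were tested. EAE2 was 96.3% MiGl, so the requirement limits the tests to regions also called in a library of mostly MiGl. Requiring no peak in EAE2 gave 75339. A promoter was the 500 bp upstream of any annotated TSS of a protein-coding gene (GENCODE vM21 basic), and its count was the sum over the regions that overlap it, so neighbouring genes can share 1 region. Counts were fitted with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test, false discovery rate 0.05) in R 4.3.3. OPC and MOL of the controls, and the interaction of cell type and condition, were fitted with the library as a block. Gene lists were tested with fry of limma 3.58.1 on the edgeR fit, whose directional p asks whether a list's genes move, on balance, one way, and whose mixed p asks whether they move in either direction (a list is said to pass by the directional p unless the mixed one is named); camera with a preset correlation of 0.01 and with an estimated correlation was run beside it, and p-values were adjusted over the lists (Benjamini-Hochberg). Motif sets were tested with camera, and afterwards against 10000 random sets of regions matched on width and GC. Single values per library were compared by exact permutation tests (two-sided; SciPy 1.17.1, Python 3.11.15, pandas 2.3.3, NumPy 2.4.6), and figures were drawn with matplotlib 3.10.9. Accessibility in the controls was given as cut sites scaled to equal library totals (CPM) and as the percentile of a list's median among all promoters in the tested regions, with 10000 random lists (seed 1).

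Comparisons, tests, the lists of genes and motifs and the rule for named genes were fixed before the data were examined. The rule took the 10 largest fold changes per direction past the threshold (or, with fewer than 5, the 5 smallest p, described as not passing), all 18 immune genes that the study names, up to 4 members of each list by p, and the 5 regions of smallest p per direction. The lists were interferon response, interferon-induced GTPases, MHC class I, MHC class II, TNF and NF-kB, cytokine receptors and JAK/STAT3, AP-1 and BACH factors, disease-associated oligodendrocyte, integrated stress response, cholesterol synthesis, myelin, oligodendrocyte transcription factors, OPC markers, cell cycle, housekeeping, genes of other organs, the immune genes named by the study, and markers of microglia and macrophages, T and NK cells, B cells, neutrophils, astrocytes, VLMC (vascular leptomeningeal cells), pericytes, endothelial cells, neurons and Schwann cells.

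Alternatives fixed in advance were DESeq2 1.42.0, total counts without TMM, no filter on low counts, counts thinned to the smallest pseudobulk, limma on log2 CPM with uncalled libraries as missing values (pseudocount 0.5, mean count of at least 10), 2 kb promoters, leaving out each library in turn, and the log of the covered peak length in the offset. That offset divides each library's count by the length of its own called peaks in the region, because a sum over separately called peaks grows with the length that was called. Added after the data were seen were the regions without a peak required in EAE2, the annotated 5′ end of the gene as the only TSS, the covered length in the list tests, the block of EAE3 and Ctr1 for microglia, the replicate block for cell shares, the matched motif sets, the mixed list tests without single controls and with the covered length, and OPC without their cluster of lowest prediction score. Without that cluster Ctr3 held 8 OPC, under the limit of 10 cells, so these fits also leave out Ctr3. Each edgeR model was tested on simulated counts with the fitted means, library sizes and dispersions and 200 changed features per comparison. The most weakly accessible features were left out of the draw of changed ones, so the recovered shares do not describe them.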

Results

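Accessible chromatin was measured in single cells of the spinal cord of 3 EAE libraries and 4 CFA control (Ctr) libraries, in order to compare oligodendrocytes between disease and control. EAE is a mouse model of multiple sclerosis in which T cells attack myelin. Cell Ranger called 3109, 160 and 773 cells in EAE1, EAE2 and EAE3, and 1743, 539, 701 and 597 cells in Ctr1 to Ctr4. The annotation of the authors kept 2165, 109 and 523 of the EAE cells and 1048, 365, 420 and 265 of the control cells. Median depth per called cell was 29514, 40581.5 and 39785 fragments in EAE1 to EAE3, and 24617, 29677, 29458 and 21838 fragments in Ctr1 to Ctr4. The count matrices held 9494624 cut sites for EAE2, 52129397 for EAE3, and 72569788, 28728421, 35217250 and 20028381 for Ctr1 to Ctr4. All positions are in mm10 (GRCm38).

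Depth and quality of the libraries were compared first. Median fragments per called cell were 36627 ± 6173 in EAE (SD, n = 3) and 26398 ± 3833 in Ctr (SD, n = 4; exact permutation test, two-sided, p = 0.114). Fragments in peaks made up 76.1 ± 9.29% in EAE and 79.2 ± 4.21% in Ctr (exact p = 0.686), and TSS fragments 39.5 ± 2.81% and 42.2 ± 2.60% (exact p = 0.286). Mitochondrial read pairs came to 1.49 ± 0.485% and 1.44 ± 0.579% (exact p = 0.971), duplicates to 52.1 ± 5.69% and 50.6 ± 6.03% (exact p = 0.743), and called cells to 1347 ± 1556 and 895 ± 569 per library (exact p = 0.686). With 35 splits of the 7 libraries the smallest p was 0.0571, so none of these 6 measures could pass 0.05.

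Which cell types the pools held was asked next, for shares that follow the 4:1 pooling of Sox10-GFP+ and Sox10-GFP− cells. Microglia (MiGl), the resident macrophages of the central nervous system, made up 27.8% of annotated cells in EAE1 (95% exact interval 25.9 to 29.7), 96.3% in EAE2 (90.9 to 98.99) and 6.31% in EAE3 (4.38 to 8.75). In the controls they made up 1.53% (0.875 to 2.47) in Ctr1, 0.274% in Ctr2 and 0.476% in Ctr3, and 0 of 265 cells in Ctr4, which allows a share of up to 1.13%. Each EAE library thus lay above each control, at 43.5 ± 47.0% against 0.569 ± 0.667% (SD, n = 3 and 4; exact p = 0.0571, the smallest possible). Mature oligodendrocytes (MOL), the myelinating cells, made up 66.6%, 0.917% and 79.7% in EAE1 to EAE3 and 94.0%, 86.8%, 88.1% and 81.5% in Ctr1 to Ctr4 (49.1 ± 42.2% against 87.6 ± 5.12%, exact p = 0.0571). Oligodendrocyte precursor cells (OPC) made up 3.43 ± 3.35% against 9.93 ± 5.53% (exact p = 0.171), with 0 of 109 cells in EAE2, which allows a share of up to 2.75%. Other cells came to 4.02 ± 2.84% and 1.89 ± 0.812% (exact p = 0.229). Paired by the replicate number that 3 libraries of each group share, a block added after the data were seen, the MiGl share was 42.7 percentage points higher and the MOL share 40.6 points lower in EAE (exact sign-flip test, two-sided, p = 0.250 for both, the smallest possible). These differences rested largely on EAE2: without its pair they were 16.0 and −17.9 points, and unpaired the MiGl difference was 16.5 points without EAE2 in place of 42.9 and the MOL difference −14.4 in place of −38.5.

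EAE2 held 105 MiGl, 1 MOL and 0 OPC among its 109 annotated cells. EAE1 held 1442 MOL and 78 OPC, but no count matrix of EAE1 was analysed here. Comparisons of MOL and OPC therefore set EAE3 alone against Ctr1 to Ctr4, and disease and animal cannot be told apart in them. That limit belongs to the matrices analysed here, and the aggregated matrix was not used. The MOL pseudobulks held 417 cells and 22124636 cut sites in EAE3, and 985, 317, 370 and 216 cells with 5968204 to 32060606 cut sites in the controls. Fragment classes per MOL cell could be compared with EAE1 included. TSS fragments made up 43.0 ± 1.05% in EAE (SD, n = 2) and 44.6 ± 3.33% in Ctr (SD, n = 4; exact permutation test, two-sided, p = 0.667), promoter fragments 39.7 and 41.4% (exact p = 0.667), enhancer fragments 30.2 and 29.1% (exact p = 0.400) and DNase-sensitive regions 64.6 and 65.2% (exact p = 0.8). The smallest p that 15 splits allow was 0.133.

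Whether MOL open or close promoters in EAE was the main question. In the MOL of EAE3, promoters of genes that interferons induce carried many more cut sites than in any control. Psmb9 and Tap1, which make and transport peptides for MHC class I, share the promoter region at chromosome 17, 34185771 to 34189824, which rose from 9.16 ± 2.41 CPM (SD, n = 4 controls) to 70.0 CPM in EAE3. Its log2 fold change was 3.00 (SE 0.22, adjusted p = 2.00e-09). Ifit3b, of a family of antiviral RNA-binding proteins (chromosome 19, 34607970 to 34613401), rose from 0.399 ± 0.383 to 23.5 CPM (log2 5.88, SE 0.54, adjusted p = 8.87e-08), and the region shared by Ifit1 and Ifit1bl2 from 1.247 ± 0.796 to 22.1 CPM (log2 4.27, SE 0.48). Uba7, the activating enzyme for ISG15, rose from 0.0988 ± 0.0956 CPM, which rests on 5 cut sites over all controls, to 9.92 CPM (log2 6.61, SE 0.75). C4b, a complement gene, rose from 8.02 ± 1.35 to 56.7 CPM (log2 2.80, SE 0.21, adjusted p = 3.89e-09), and Ddx60, a helicase of antiviral defence, from 1.73 ± 0.559 to 24.0 CPM (log2 3.82, SE 0.39). The largest changes also included Trim12c (log2 4.54), Lgals3bp (4.20), Tmem140 (3.92), Aldh1l1 (3.92) and Gbp5 (3.89).

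Of 13139 promoters tested with edgeR, 115 were higher and 17 lower in EAE3 (104 and 13 distinct regions), and DESeq2 called 125. With DESeq2 the calls for the MOL promoter of Ifit3b (adjusted p = 0.0934), the MOL promoter of Serpina3n (0.0607) and the MOL promoter of Lgals3bp (0.618) were lost. Each control set alone against the other 3 gave 27 calls for Ctr1 (4 higher, 23 lower), 0 for Ctr2, and 1 each for Ctr3 and Ctr4. On simulated data 95% of changes of log2 1 and 100% of changes of log2 2 were recovered. The count was 198 without Ctr1, 109 without Ctr2, 102 without Ctr3 and 160 without Ctr4, and the share of calls that were higher was 74.7% without Ctr1 against 87.1%.

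**Figure D1:**
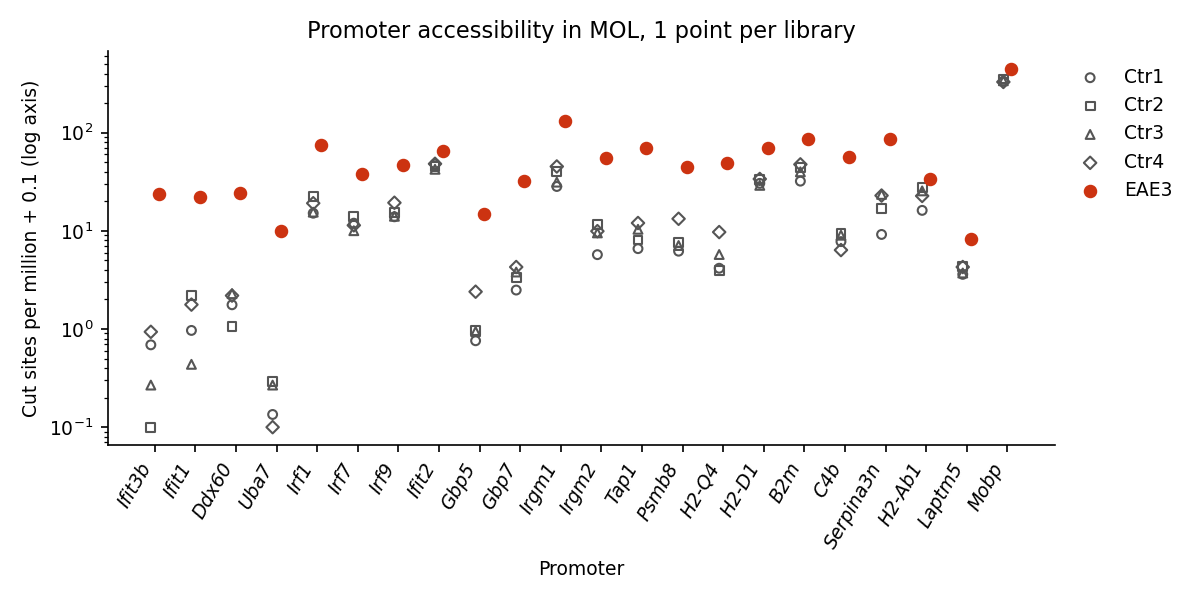
Points give CPM plus 0.1 (log axis) at 22 promoters in the MOL of Ctr1 to Ctr4 (open markers) and of EAE3 (red). At the shared Psmb9 and Tap1 promoter EAE3 lies at 70.0 CPM and the controls average 9.16.

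By list, the interferon response moved furthest in number: 18 of its 30 measured promoters rose, 25 when adjusted over the list alone, and 28 had a fold change above 0 (median log2 1.44, fry adjusted p = 0.0244, 0.0349 with an estimated correlation). Among them Irf1, a transcription factor induced by interferon gamma, rose from 17.95 ± 3.45 to 75.2 CPM (log2 2.09, SE 0.17), and Irf9 (1.60) and Irf7 (1.67) rose too. Of the interferon-induced GTPases, which attack intracellular pathogens, 6 of 7 rose and all 7 when adjusted over the list alone (median log2 2.65, adjusted p = 0.0244). Irgm1 rose from 36.1 ± 7.80 to 133 CPM, Irgm2 from 9.12 ± 2.52 to 55.5 CPM and Gbp7 from 3.39 ± 0.760 to 32.0 CPM, and Gbp3 had log2 1.81. Of 22 MHC class I promoters 12 rose, 15 adjusted over the list alone (median log2 1.13, adjusted p = 0.0244). They included H2-Q4 (log2 3.19), Psmb8 (2.49, SE 0.27), H2-D1 (1.15, SE 0.13) and B2m (1.11, SE 0.14). For MHC class II the list median ran from 0.20 without Ctr2 to 0.52 without Ctr4. Of 9 MHC class II promoters none passed, also when adjusted over the list alone (edgeR; median log2 0.39, fry adjusted p = 0.388; DESeq2 counts per list were not computed). H2-Ab1 had log2 0.57 (adjusted p = 0.504), H2-Eb1 0.98 (0.723), H2-Aa 0.83 (0.999), Cd74 0.66 (0.999) and Rfx5 0.18 (0.999).

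The list of immune genes that the study chose on these samples is not independent evidence: 9 of 17 measured rose, 12 adjusted over the list alone (median log2 0.98, fry adjusted p = 0.0367). Beyond the genes above these were Tnfrsf1a (2.86, SE 0.39), Irf8 (1.72, SE 0.27), Nlrc5 (1.48, SE 0.27), a regulator of MHC class I genes, and Ifit2 (0.51, SE 0.13). The call for the MOL promoter of Ifit2 was lost without Ctr2 (adjusted p = 0.118) and without Ctr3 (0.150). The MOL promoter of Socs1 had log2 0.46 and did not pass (adjusted p = 0.0525), but passed without Ctr1 (0.0351) and without Ctr4 (0.0462). Tap2 (0.63, adjusted p = 0.0694), Uck2 (0.18), Pitpnm2 (0.14) and Zhx3 (−0.19) did not pass, and Ciita was not measured.

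Among signalling lists, 4 of 22 TNF and NF-kB promoters rose, also when adjusted over the list alone (median log2 0.30, fry adjusted p = 0.0244): Tnfrsf1a, Cebpb (1.13), Cebpd (0.58) and Bcl3 (0.53). For cytokine receptors and JAK/STAT3, 1 of 15 rose, also when adjusted over the list alone: Socs3, a feedback inhibitor of JAK/STAT signalling (log2 1.201, SE 0.12). That list's median was 0.10 (adjusted p = 0.0244), and its call was lost with camera (adjusted p = 0.133 with an estimated correlation). Ifngr1 (0.25), Jak1 (0.30) and Ifnar2 (0.27) did not pass. Of 6 disease-associated oligodendrocyte promoters 4 rose, 5 adjusted over the list alone (median log2 2.38, adjusted p = 0.0244): C4b, Serpina3n (2.32, SE 0.24), Ifi27l2a (2.43) and Hif3a (0.52). Of 13 AP-1 and BACH promoters 2 rose, also when adjusted over the list alone, Fosl2 (0.93) and Junb (0.44), while the list did not pass the directional test (median log2 0.04, adjusted p = 0.657). It passed the mixed one (adjusted p = 0.0290), but not without Ctr3 (0.114) or Ctr4 (0.1203). Several of these calls were lost with 1 control fewer. The MOL promoter of Bcl3 was lost without Ctr2 (adjusted p = 0.0820) and Ctr3 (0.0617), the MOL promoter of Ifi27l2a without Ctr2 (0.104) and Ctr3 (0.137), the MOL promoter of Hif3a without Ctr3 (0.150) and Ctr4 (0.0520), and the MOL promoter of Junb without Ctr3 (0.0986).

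Genes of oligodendrocyte identity had medians near 0. Of 21 myelin promoters 1 rose, also when adjusted over the list alone: Mobp, from 338 ± 10.3 to 449 CPM (log2 0.41), and the call for the MOL promoter of Mobp was lost without Ctr3 (adjusted p = 0.1998). The myelin list had median log2 −0.03 and mean 0.02 (fry adjusted p = 0.882), but passed the mixed test (adjusted p = 0.0290), though not without Ctr3 (0.477) or Ctr4 (0.1203). Oligodendrocyte transcription factors had median log2 −0.04 (10 measured, adjusted p = 0.983; fry pointed up), OPC markers −0.03 (11, 0.882), cholesterol synthesis 0.02 (19, 0.983; mean −0.0003) and the integrated stress response 0.01 (10, 0.983). Housekeeping genes had −0.02 (13, 0.882). In each of these 5 lists none passed with edgeR, and none when adjusted over the list alone. Cell cycle promoters passed as a list with none of 18 called, and none when adjusted over the list alone (median log2 0.04, adjusted p = 0.0327; adjusted p = 0.576 with an estimated correlation).

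Markers of other cell types were measured in the same MOL. Of 7 microglia and macrophage promoters none passed over all promoters and 1 when adjusted over the list alone (median log2 0.28, fry adjusted p = 0.380). The median was 0.68 without Ctr2 (adjusted p = 0.607) and 0.58 without Ctr4 (0.0610), where the list passed the mixed test (0.0416, against 0.177 with all controls). P2ry12 had 12.9 against 4.43 ± 3.601 CPM, and the MOL promoter of P2ry12 passed without Ctr4 (log2 2.30, adjusted p = 0.00223). Laptm5 had log2 1.07 (adjusted p = 0.628). Medians were 0.72 for T and NK cell markers (4 measured, adjusted p = 0.388), −0.10 for astrocyte markers (10, 0.932; mean 0.24), 0.41 for neuron markers (7, 0.388), −0.07 for VLMC markers (5, 0.983; fry pointed up), 0.47 for pericyte markers (4, 0.663), 0.17 for endothelial markers (5, 0.932) and −0.03 for Schwann cell markers (6, 0.932; mean 0.09). Over all promoters Aldh1l1 of the astrocyte markers and Tubb3 of the neuron markers (log2 0.65) rose. Adjusted over the list alone, 1 astrocyte, 1 neuron and 1 pericyte marker passed, and none of the T and NK, VLMC, endothelial and Schwann cell markers. No B cell or neutrophil marker was measured, and the single gene of other organs, Apoa1, had log2 −0.27.

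Of the 8 lists past the threshold (5 named above, the study's own list, cytokine receptors and cell cycle), fry called 3 without Ctr1 and 0 without Ctr2, Ctr3 or Ctr4. By the mixed test 9 lists passed in all, 11 without Ctr1, 3 without Ctr2, 0 without Ctr3 and 6 without Ctr4. Medians held: the interferon list had 1.38 without Ctr1 (adjusted p = 0.0599), 1.51 without Ctr2 (0.116), 1.41 without Ctr3 (0.124) and 1.43 without Ctr4 (0.0610). The GTPases had 0.0455 without Ctr1, 0.116 without Ctr2, 0.124 without Ctr3 and 0.0747 without Ctr4 as adjusted p.

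These promoters were also covered by longer called peaks in EAE3. Over all tested promoters the covered length was 2859 bp in EAE3 and 2731 bp in Ctr (medians; median ratio 1.02), with 13.6 and 14.2 CPM per kb. Over the 115 higher promoters it was 4553 against 2650 bp (ratio 1.73, longer than in every control at 102 of 115), with 8.91 against 5.73 CPM per kb. With the covered length in the offset their median log2 fold change was 0.54 (median SE 0.283) in place of 1.43 (median SE 0.209), 99 of 115 stayed above 0, and 6 promoters of all were called. The interferon list had 3801 against 2318 bp, 9.06 against 6.07 CPM per kb and a median log2 of 0.43 with that offset. The GTPases had 4447 against 1822 bp (0.97), MHC class I 3658 against 2090 bp (0.39) and disease-associated oligodendrocyte promoters 6448 against 2717 bp (0.45), and no list passed the directional test. The mixed test still passed for 5 lists with that offset, among them the interferon response (adjusted p = 0.0272) and disease-associated oligodendrocyte promoters (0.0121). The 6 were Psmb9 and Tap1 (log2 1.88, SE 0.26, adjusted p = 0.00894; 17.3 against 4.76 ± 0.882 CPM per kb), Ddx60 (2.80), C4b (2.16), Trim12c (3.10) and Trim34a (2.67, named after its values were seen). Irf1, H2-D1, B2m and Nlrc5 had values under 0 with that offset (−0.27, −0.21, −0.64 and −0.05).

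**Figure D2:**
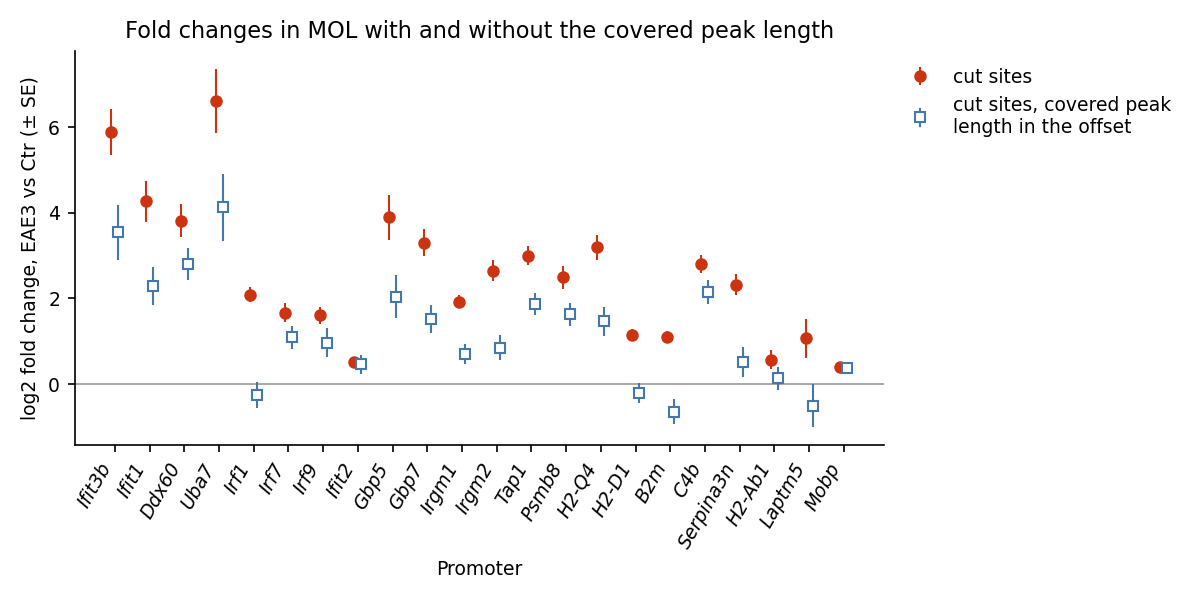
Log2 fold changes (EAE3 over the 4 controls, MOL, with bars of 1 standard error) are drawn for 22 promoters from cut sites (red circles) and with the covered peak length in the offset (blue squares). Tap1 moves from 3.00 to 1.88 and B2m from 1.11 to −0.64.

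The promoters that fell were fewer and weaker. Gm20481, a predicted gene, fell from 16.8 ± 13.9 to 1.44 CPM (log2 −3.45, SE 0.80, adjusted p = 0.0261), and Dll4, a Notch ligand, fell from 38.0 ± 5.62 to 20.9 CPM (log2 −0.87, SE 0.18). Plat, the tissue plasminogen activator, had log2 −0.65, Adgrl1 −0.57, Csmd2 −0.49, Gas1 −0.83, Rsph3b −0.91 and Timp3, an inhibitor of metalloproteinases, −0.61. The heat shock genes Hsp90aa1 and Hsph1 had −0.60 and −0.84. With the gene's 5′ end as the only TSS, Hsp90aa1 had 0.15. No call among these 10 held without every control in turn. Without Ctr2 the adjusted p was 0.0848 for the MOL promoter of Gm20481, 0.105 for the MOL promoter of Rsph3b, 0.0608 for the MOL promoter of Dll4, 0.0935 for the MOL promoter of Hsph1, 0.128 for the MOL promoter of Gas1, 0.0728 for the MOL promoter of Plat, 0.0765 for the MOL promoter of Timp3 and 0.108 for the MOL promoter of Hsp90aa1. Without Ctr3 it was 0.1198 for Rsph3b, 0.135 for Gas1, 0.0675 for the MOL promoter of Adgrl1 and 0.0959 for the MOL promoter of Csmd2, and without Ctr4 0.0726 for Hsph1, 0.0550 for Gas1 and 0.0520 for Timp3.

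All merged regions, promoters included, were asked the same question in MOL. The region of smallest p was the Psmb9 and Tap1 promoter (log2 2.94, 68.3 against 9.13 ± 1.958 CPM). The next lay in the same gene cluster, over an exon at chromosome 17, 34215388 to 34219564, with 29.0 against 1.53 ± 0.655 CPM (log2 4.39, nearest annotated promoter end that of Tap2 at 11861 bp). The promoters of C4b (chromosome 17, 34742442 to 34745691, log2 2.75), Gbp7 (chromosome 3, 142527399 to 142532716, log2 3.25) and Snx10 (chromosome 6, 51543503 to 51548033, log2 2.80) followed. Of 40075 regions tested with edgeR 194 were higher and 7 lower, and DESeq2 called 188. The 194 comprised 75 promoter regions (38.7%), 27 exonic, 29 intronic and 63 intergenic ones. Lower regions were an intergenic one 49934 bp from Irf2bp2 (chromosome 8, 126541325 to 126544052, log2 −2.13), one in an intron near Abca8b (chromosome 11, 109991120 to 109993029, −4.33), one 114820 bp from Klf4 (chromosome 4, 55647286 to 55653980, −0.98), an intronic one nearest to Ldhal6b (chromosome 17, 5292812 to 5300566, −1.02) and one 10689 bp from Ski (chromosome 4, 155233281 to 155236705, −1.16). Without Ctr3 the latter 3 had adjusted p = 0.0858 (MOL region 4 55647286), 0.0687 (MOL region 17 5292812) and 0.0973 (MOL region 4 155233281).

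Counts of regions moved with single libraries: 371 without Ctr1 (80.3% of them higher), 255 without Ctr2, 148 without Ctr3 and 309 without Ctr4, against 201. Ctr1 set alone against the other controls gave 167 calls (41 higher), Ctr2 gave 6, Ctr3 0 (edgeR) and Ctr4 3. The 194 higher regions covered 3260 bp in EAE3 and 1456 bp in Ctr (ratio 2.18, against 1.05 over all regions, 1776 and 1564 bp), with 6.11 against 3.50 CPM per kb. With the covered length in the offset 11 regions were called, among them the Tap1 promoter (log2 1.83), the exonic region near Tap2 (2.14), C4b (2.10) and Snx10 (1.75). On simulated data 41.0% of changes of log2 1 and 84.0% of changes of log2 2 were recovered for regions.

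**Figure D3:**
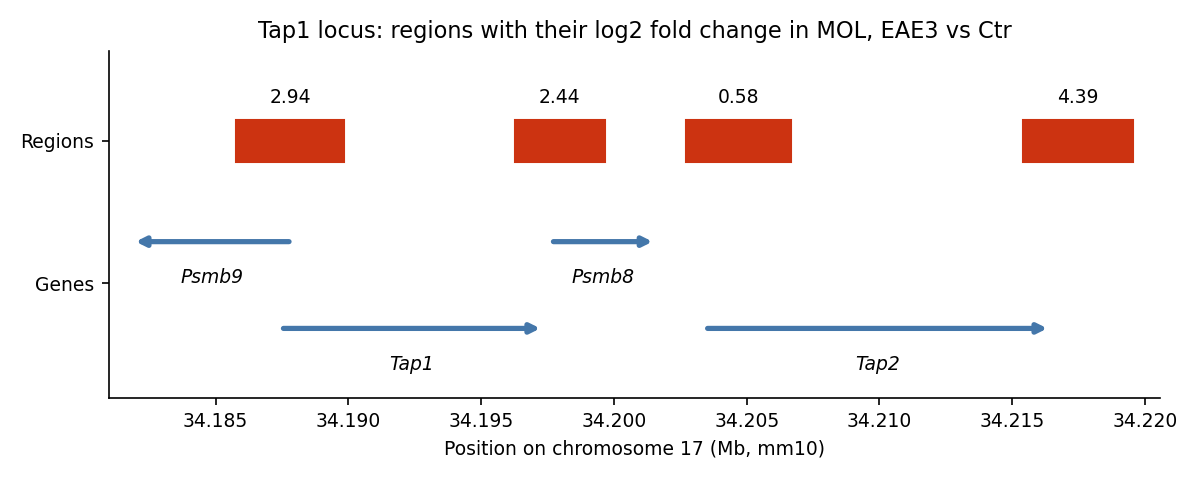
The map shows the start of the MHC class II and antigen processing cluster on chromosome 17 (mm10, horizontal axis in Mb) with the genes Psmb9, Tap1, Psmb8 and Tap2 and the tested regions, each with its log2 fold change in MOL from the fit of regions (EAE3 over the controls). The regions carry 2.94, 2.44, 0.58 and 4.39, with the highest value over the exonic region at 34215388.

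Binding sites for transcription factors were searched by consensus in these regions. Camera called none of the 20 motif sets, also with an estimated correlation. Against 10000 sets of regions matched on width and GC, a test added after the data were seen, the 194 higher regions held the AP-1 motif in 73.7% (matched sets 50.5%, 44.3 to 57.2, adjusted p = 0.0040), the ISRE bound by interferon-activated factors in 73.2% (63.5%, 57.2 to 69.6, adjusted p = 0.0080) and the NF-kB motif in 63.4% (55.2%, 49.0 to 61.3, adjusted p = 0.0480). SP sites were found in 20.6% (32.2%, 26.3 to 38.1, adjusted p = 0.0040) and EGR sites in 6.19% (12.1%, 7.73 to 16.5, adjusted p = 0.0450). These are permutation p-values, two-sided.

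The subtype MOL5/6 is one of the groups in which the study compared EAE with Ctr, beside MOL1/2 and OPC. It was tested alone with 286 cells in EAE3 and 911, 302, 348 and 196 in the controls. Of 13131 promoters 121 were higher and 8 lower with edgeR, and 120 were called with DESeq2. The interferon list had 19 of 30 higher, 25 adjusted over the list alone (median log2 1.49, adjusted p = 0.0180). The GTPases had a median of 2.77, MHC class I of 1.12 (adjusted p = 0.0180 for both) and MHC class II of 0.59 (adjusted p = 0.337). The count was 215 without Ctr1 and 8 with the covered length in the offset. On simulated data 90.0% of changes of log2 1 and 100% of log2 2 were recovered.

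Regions that the study listed as higher in EAE than in Ctr were looked up in the fits of all MOL and of OPC. This check is not independent, because the regions were chosen on these samples. Of all regions 46.9% in MOL and 47.6% in OPC had that direction. Of those listed as higher in Ctr, 1 of 2 tested for MOL5/6, 3 of 3 for MOL1/2 and 1 of 1 for OPC had the listed direction. The MOL5/6 regions tested below fell in 166 distinct regions. For MOL5/6, 172 of 274 listed regions were tested here, 171 (99.4%) had the listed direction and 86 passed. For MOL1/2, 152 of 245 were tested in all MOL, 147 (96.7%) had the listed direction and 47 passed. For OPC, 26 of 42 were tested, 26 had the listed direction and 0 passed (edgeR).

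OPC were compared for the same question, with 35 cells in EAE3 and 29, 44, 38 and 42 in the controls (648732 to 2090099 cut sites). Interferon response promoters were higher as a list, with 30 of 31 above 0 (median log2 0.93, fry adjusted p = 0.0359, adjusted p = 0.0397 with an estimated correlation), and 4 passed adjusted over the list alone. MHC class II, which presents antigen to helper T cells, had a median log2 of 1.35 over 9 promoters, of which 5 lay above 0 (mean 0.82, lower quartile −0.11, adjusted p = 0.0359; adjusted p = 0.0959 with an estimated correlation), and 1 passed adjusted over the list alone. H2-Ab1 had 74.9 against 26.7 ± 3.52 CPM (log2 1.48, SE 0.38, edgeR adjusted p = 0.454), and Cd74 had 28.4 against 6.46 ± 5.08 CPM (2.03). The GTPases had a median of 1.24 (adjusted p = 0.0727, 6 of 7 adjusted over the list alone), and MHC class I had 0.60 (0.0622, 3 of 21 adjusted over the list alone). Both lists kept their size with 1 control fewer: the interferon median ran from 0.81 to 0.93 and that of MHC class II from 1.27 to 1.42. Each such fit has fewer libraries, so a lost call is not put down to the control left out. The interferon list had adjusted p = 0.0815 without Ctr1, 0.0768 without Ctr2, 0.102 without Ctr3 and 0.172 without Ctr4, and MHC class II had 0.0815, 0.0768, 0.0175 and 0.172. With the covered length in the offset the interferon median was 0.10 (3707 against 2242 bp, 13.001 against 11.8 CPM per kb) and that of MHC class II −0.16 (18.5 against 12.9 CPM per kb), and neither passed.

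No single OPC promoter passed among 12623 with edgeR (441 at unadjusted p under 0.05; DESeq2 0). The smallest p values were those of Serpina3n, an acute phase gene (84.6 against 17.5 ± 7.67 CPM, log2 2.21, adjusted p = 0.336), Sbno2 (1.71), the region shared by Gbp6 and Gm43302 (3.71), and Cd274, the ligand of PD-1 (1.53). Of MHC class I, H2-Q4 had 1.962. Among the immune genes of the study Psmb8 (1.68), H2-D1 (1.197) and Tap1 (0.88) lay above 0 and B2m at −0.04. On the lower side were Itih3 (0.646 against 41.2 ± 30.9 CPM, log2 −5.71), Tmc7 (−2.36), Paqr7 (−1.86), Sox9 (−2.38) and Als2cl (−2.19). Without Ctr2, 9 promoters passed (3 higher, 6 lower), among them the OPC promoter of Itih3 (adjusted p = 0.0138), the OPC promoter of Sox9 (0.0213) and the OPC promoter of Als2cl (0.0138). Without Ctr4 1 passed, Itih3 (0.0443). On simulated data 19% of changes of log2 1 and 84.0% of log2 2 were recovered.

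The OPC of both conditions came from different clusters. Of the 35 OPC in EAE3, 24 lay in cluster 14, which held 1 control cell, and 10 in cluster 13. Cluster 16, with the lowest prediction score (0.435) and 9137.5 fragments per cell, held 17 of 29 OPC in Ctr1, 2 in Ctr2, 30 of 38 in Ctr3, 9 in Ctr4 and 1 in EAE3. Without cluster 16 MHC class II no longer passed (adjusted p = 0.0652). That fit also lost Ctr3, which held 8 OPC outside cluster 16. In it the 20 named OPC promoters kept their direction. Astrocyte marker promoters stood higher in cluster 16 than in cluster 13 (3.99 times in Ctr1, 2.498 in Ctr3 and 1.86 in Ctr4). The lower values of these markers (median log2 −0.43), Sox9 and Itih3 in EAE3 were not separated from its smaller share of cluster 16. The fit without Ctr2 leaves out the control with the fewest of those cells. Ctr4 also held 9 OPC among 42 whose deposited name was an EAE one.

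Of the other OPC lists none passed the directional test. The mixed test passed for TNF and NF-kB (adjusted p = 0.0473), disease-associated oligodendrocyte (0.0378), the GTPases (0.0378) and the immune genes named by the study (0.0378), beside the interferon response (0.0150) and MHC class II (0.0473), so 6 lists in all, and for 2 without Ctr1, 5 without Ctr2, 0 without Ctr3, 0 without Ctr4 and 0 with the covered length in the offset. Medians were 0.33 for AP-1 and BACH factors (13 measured, fry adjusted p = 0.0644), 0.80 for the immune genes named by the study (17, 0.0644; 3 adjusted over the list alone, not independent evidence), 0.95 for disease-associated oligodendrocyte (4, 0.0644; 1), 0.22 for oligodendrocyte transcription factors (10, 0.0751), 0.33 for TNF and NF-kB (22, 0.167), 0.41 for OPC markers (11, 0.246), 0.33 for cell cycle (18, 0.246), 0.65 for microglia and macrophage markers (4, 0.246), −0.20 for the integrated stress response (9, 0.361) and 0.32 for T and NK cell markers (3, 0.402). Cytokine receptors had 0.02 (15, 0.413), astrocyte markers −0.43 (10, 0.413; 2 lower adjusted over the list alone), myelin 0.15 (21, 0.525; 1), neuron markers 0.25 (7, 0.5685; 1), endothelial markers 0.54 (4, 0.607), cholesterol synthesis −0.09 (19, 0.607), housekeeping −0.15 (13, 0.674), Schwann cell markers −0.01 (5, 0.730; fry pointed up), VLMC markers 0.04 (4, 0.748; mean −0.36) and pericyte markers 0.35 (4, 0.943; mean −0.25). Apoa1 had −0.46. In the lists without a count here none passed when adjusted over the list alone, and no B cell or neutrophil marker was measured.

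OPC regions gave no call either, with 0 of 25613 past the threshold (edgeR; 994 at unadjusted p under 0.05; DESeq2 0). The smallest p on the higher side lay at the promoters of Serpina3n (chromosome 12, 104405543 to 104416790, log2 2.18), Prex1 (chromosome 2, 166629042 to 166642108, 1.48), Sbno2 (chromosome 10, 80066306 to 80077802, 2.52) and Gm43302 (chromosome 5, 105291960 to 105294593, 3.64) and over an exon 3577 bp from Bcl3 (chromosome 7, 19808345 to 19819193, 1.963). On the lower side were regions nearest to Cdc42ep4 (chromosome 11, 113804704 to 113807583, −5.15), Paqr8 (chromosome 1, 20904917 to 20913693, −2.97), Itih3 (chromosome 14, 30921843 to 30924867, −5.77), Tmem44 (chromosome 16, 30538710 to 30541095, no cut site in EAE3 against 24.1 ± 15.5 CPM) and Mki67 (chromosome 7, 136080563 to 136084522, −4.88). Without Ctr2 66 regions passed, without Ctr1 1 and without Ctr3 0. Lone controls gave 21 calls for Ctr2, 13 for Ctr3 and 0 for the other 2 with edgeR. On simulated data 8% of changes of log2 1 and 36.0% of log2 2 were recovered.

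Whether the EAE effect differed between OPC and MOL was tested with an interaction term. Of 13130 promoters 0 passed with edgeR (476 at unadjusted p under 0.05), and DESeq2 called 1. AP-1 and BACH factors differed as a list, with a median log2 of 0.22 more in OPC (fry adjusted p = 0.0169; adjusted p = 0.378 with an estimated correlation). It was lost without Ctr2 (fry adjusted p = 0.0665), Ctr3 (0.0688) and Ctr4 (0.0787). MHC class I had −0.40 (adjusted p = 0.210), and the directional adjusted p of all other lists was at least 0.431. Tested for changes in either direction, AP-1 and BACH factors (fry mixed adjusted p = 0.0253) and the interferon response passed (0.0145; median log2 −0.21, 13 of 31 promoters higher in OPC). The latter did not pass without Ctr1 (0.197), Ctr2 (0.221), Ctr3 (0.0808) or Ctr4 (0.171), and the former passed without Ctr3 (0.0333) but not without Ctr1 (0.322), Ctr2 (0.378) or Ctr4 (0.176). For MHC class II neither test passed (directional 0.549, mixed 0.501). The interferon median of this term was −0.0022 without Ctr2, and −0.17, −0.33 and −0.28 without Ctr1, Ctr3 and Ctr4. The AP-1 and BACH median was 0.11 without Ctr2 and ran from 0.23 to 0.26 without the other controls. On simulated data 13% of changes of log2 1 and 70.0% of log2 2 were recovered.

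**Figure D4:**
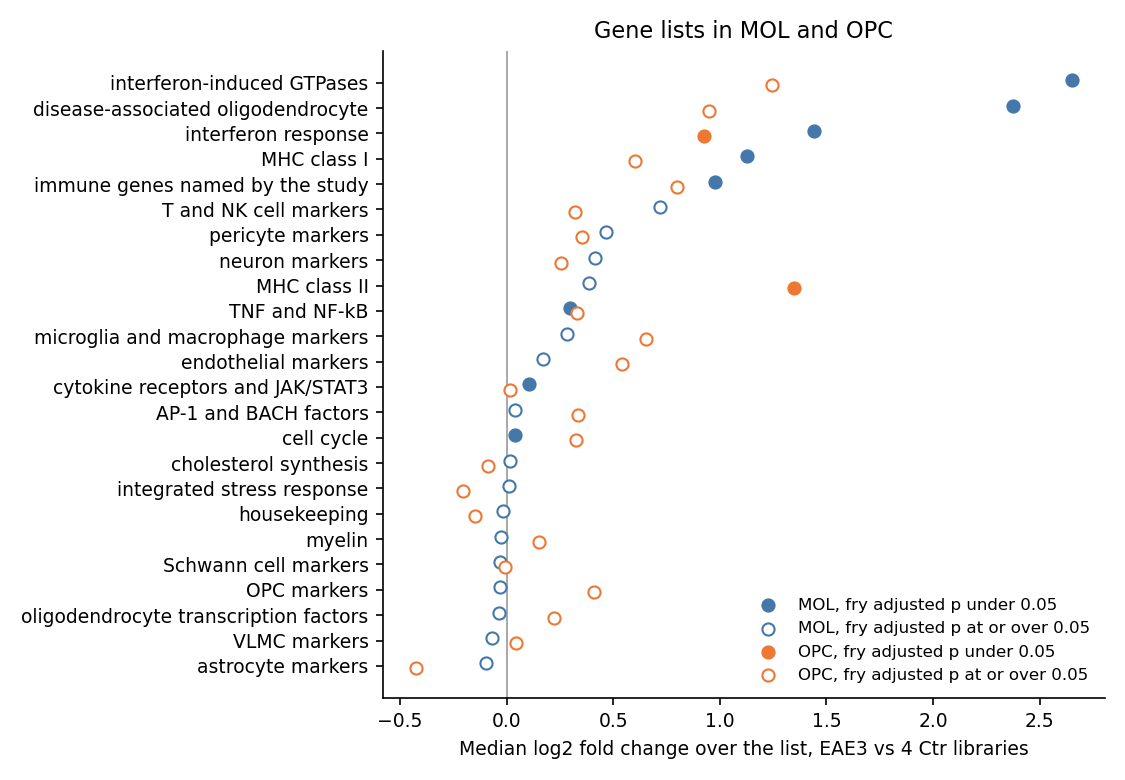
Points give the median log2 fold change (EAE3 over the controls, horizontal axis) of each gene list in MOL (blue) and OPC (orange), filled where the fry adjusted p is under 0.05. In MOL the interferon-induced GTPases lie at 2.65 and the interferon response at 1.44, while myelin lies at −0.03.

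Immune promoters of MOL and MiGl were set side by side in EAE3, where 33 MiGl gave values without a test. TNF and NF-kB promoters had a median of 104 CPM in MiGl and 33.9 in MOL (22 of 22 higher in MiGl), and MHC class II 64.9 and 35.7 CPM (6 of 9). Interferon response promoters had 57.1 and 36.1 CPM (23 of 31), MHC class I 58.1 and 49.7 CPM (21 of 22) and the GTPases 48.0 and 37.6 CPM (3 of 7). Microglia markers had 80.2 CPM in MiGl and 5.06 in MOL (8 of 8 higher), and myelin 29.2 and 209 CPM (0 of 21). Disease-associated oligodendrocyte promoters had 14.3 CPM in MiGl and 75.3 in MOL. With EAE3 and Ctr1 as library blocks, added after the data were seen, 1605 promoters were higher and 1844 lower in MiGl with edgeR (1 residual degree of freedom), and 85.7% of the GTPases were higher in MiGl in place of 42.9%.

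Whether immune promoters are open without disease was asked in the controls. Peaks were called over all cells of a library, so a called peak does not show in which cell type a promoter is open. All 22 MHC class I genes, 31 of 38 interferon response genes and 17 of 18 immune genes of the study had a called peak at the promoter in all 4 controls, compared with 14340 of 21911 protein-coding genes (65.4%). The share was nearer to that of all genes for MHC class II (9 of 13, 69.2%, 95% exact interval 38.6 to 90.9) and the GTPases (7 of 13, 53.8%, 25.1 to 80.8). A called peak was also found at 13 of 13 housekeeping genes, 11 of 12 astrocyte, 7 of 8 Schwann cell, 9 of 12 neuron, 8 of 12 VLMC, 4 of 9 pericyte, 5 of 13 endothelial, 8 of 23 microglia, 4 of 16 T and NK cell, 0 of 7 B cell and 0 of 11 neutrophil markers and 1 of 16 genes of other organs. Among the 13179 promoters in regions with a called peak in all 6 libraries, which leaves out closed ones, levels were low in MOL: the median interferon response promoter stood at percentile 17.002 ± 0.268 in control MOL (SD, n = 4) and 22.5 ± 1.72 in control OPC. MHC class I stood at 18.3 ± 0.788 and 33.6 ± 2.09, MHC class II at 26.5 ± 4.49 and 26.8 ± 3.31, myelin at 97.5 in MOL and housekeeping at 91.3 and 88.5. Fewer than 0.100% of random lists of equal size lay below the interferon list in either type, and 0.0300% in MOL and 3.15% in OPC below MHC class I. In OPC the low level depended on the length of the called peaks. Per kb of called peak, MHC class I stood at percentile 51.2 ± 7.24 in OPC, MHC class II at 52.4 ± 6.97 and interferon response at 32.0 ± 6.79, with 36.3% of random lists below MHC class I, while in MOL they stood at 22.6, 18.4 and 17.9.

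Control OPC and control MOL were compared within the 4 libraries, on the same peaks, to ask whether OPC are more open at immune genes. Both were named from the accessibility of these same cells, so the p-values of this comparison are not independent of the naming. OPC were higher at Tnfrsf1a, a TNF receptor (log2 3.42, SE 0.37, adjusted p = 1.07e-07), at the promoter of Psmb9 and Tap1 (2.02, SE 0.30), at Tap2 (1.11, SE 0.19), at Irf1 (1.80, SE 0.20), at Irf8 (1.83, SE 0.33) and at Pitpnm2 (2.37, SE 0.15). OPC were lower at Xaf1 (−3.82, SE 0.32), Gbp6 (−2.71, SE 0.53) and Bcl3 (−2.60, SE 0.29). These genes, the smallest p of their lists, were named after their values were seen. Of the immune genes of the study, not independent evidence, 11 of 17 were higher and 0 lower (edgeR; median log2 1.11, fry adjusted p = 0.00571; adjusted p = 0.230 with an estimated correlation). MHC class I had 10 of 22 higher (0.68; adjusted p = 0.00571, 0.230 with an estimated correlation), TNF and NF-kB 11 higher and 1 lower of 22 (0.59; 0.0203, 0.418), interferon response 9 higher and 2 lower of 30 (0.51; 0.0139, 0.411), the GTPases 5 and 1 of 7 (0.99; 0.0334, 0.477) and MHC class II 4 of 9 higher (0.18; 0.0114, 0.418). AP-1 and BACH factors went the other way, with 1 higher and 3 lower of 13 (−0.14; 0.00571, 0.505), and cytokine receptors did not pass (5 higher and 1 lower of 15, 0.09; 0.0587). Most of these calls were lost in some fits with 1 control fewer. Medians in such fits ran from 0.49 to 0.67 for interferon response, 0.92 to 1.18 for the GTPases and 0.50 to 0.70 for TNF and NF-kB. These fits have fewer libraries, so the losses for these lists are not put down to single controls. Interferon response did not pass without Ctr1 (fry adjusted p = 0.0629) or Ctr3 (0.0642), the GTPases without Ctr1 (0.119), Ctr2 (0.0665), Ctr3 (0.0627) or Ctr4 (0.108), MHC class II without Ctr1 (0.0561), Ctr2 (0.0548) or Ctr3 (0.0627), and TNF and NF-kB without Ctr1 (0.0697), Ctr2 (0.0859) or Ctr4 (0.0814), while MHC class I passed without each (0.0332 to 0.0460). The MHC class II median of 0.18 rose to 0.55 without Ctr1, 0.42 without Ctr4 and 0.50 without OPC cluster 16, and that of MHC class I was 0.43 without Ctr1. The fit without OPC cluster 16 also lost Ctr3. In it interferon response (0.0713), the GTPases (0.177), MHC class II (0.0534) and AP-1 and BACH factors (0.177) did not pass. The medians of interferon response (0.63) and the GTPases (1.30) were no smaller there, while that of AP-1 and BACH factors went to 0.0078. The latter ran from −0.24 to −0.068 without single controls. Compared with 10000 lists matched on mean accessibility, the study's list lay above 99.94%, MHC class I above 99.33%, TNF and NF-kB above 98%, interferon response above 91.46%, the GTPases above 76.17% and MHC class II above 56.82%.

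Identity genes parted the same cells, which checks the names and is no separate result, since the cells were named from their accessibility. All 21 myelin promoters were lower in OPC (median log2 −2.13), among them Mag (−3.62) and Mbp (−2.39), and 10 of 11 OPC markers were higher (1.58), among them Cspg4 (2.80) and Pdgfra (1.58). Astrocyte markers were higher too, 9 of 10 (3.29, fry adjusted p = 0.00571; adjusted p = 0.196 with an estimated correlation), among them Slc1a2 (4.31) and Slc4a4 (4.12). Without OPC cluster 16, and so without Ctr3, their median was 2.08 (8 of 10 higher). Markers of further cell types had medians in the range of the immune lists or above: pericyte 4 of 4 (1.65, fry adjusted p = 0.00571; 0.366 with an estimated correlation), neuron 4 higher and 1 lower of 7 (1.63; 0.00666, 0.230), T and NK cell 2 higher and 1 lower of 3 (2.69; 0.0114, 0.308) and VLMC 3 of 5 (0.98; 0.00571, 0.390). The T and NK cell call was lost without Ctr2 (0.0663) and Ctr4 (0.0740), and the pericyte call without OPC cluster 16 (0.0554). Endothelial markers (2 of 5, 1.01; 0.170) and microglia markers (0 of 4 with edgeR, 0.45; 0.454) did not pass. Over all 13024 promoters 2116 were higher and 1612 lower with edgeR. The median of the study's list ran from 0.79 to 1.16 without each control in turn (adjusted p 0.0332 to 0.0460). On simulated data 90.0% of changes of log2 1 and 100% of log2 2 were recovered.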

Values the study reported

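The study sorted its cells into 20 clusters and kept 4895 cells after its filters. It described 4 CFA control and 2 EAE animals as replicates. It placed 11.48% of the peaks that differed between EAE and control oligodendroglia at promoters.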

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

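The test of the Psmb9 and Tap1 promoter with the covered peak length, the count over other splits of the pseudobulks, the interaction fits without single controls, and the fits without the OPC cluster of lowest prediction score were chosen after the result was seen.

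Ctr1 stood apart from the other controls in called cells, with 1743 against 539 to 701. It also stood apart in MOL that label transfer gave an EAE name, with 11.9% of 985 cells against 2.31% to 3.51%; chance sets 1 library apart in about 1 of 20 groups of this size. The transferred labels, which no comparison above used, gave an EAE name to 83.2% of 1442 MOL in EAE1 (95% exact interval 81.2 to 85.1) and to 56.8% of 417 MOL in EAE3 (51.9 to 61.6), above the 11.9% of the highest control. The EAE effect on AP-1 and BACH factors differed between OPC and MOL by the interaction term (fry adjusted p = 0.0169, median log2 0.22, 8 of 13 promoters higher in OPC), but not with an estimated correlation (adjusted p = 0.378), nor without Ctr2 (fry adjusted p = 0.0665), Ctr3 (0.0688) or Ctr4 (0.0787). The mixed test, which asks for changes in either direction, gave adjusted p = 0.0145 for the interferon response (median log2 −0.21, 13 of 31 promoters higher in OPC) and 0.0253 for AP-1 and BACH factors. For the interferon response it did not pass without any 1 of the controls. For AP-1 and BACH factors it still passed without Ctr3 but not without Ctr1, Ctr2 or Ctr4. The medians were −0.0022 for the interferon response and 0.11 for AP-1 and BACH factors without Ctr2. Without the other controls they ran from −0.33 to −0.17 and from 0.23 to 0.26.

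In the MOL of EAE3 the interferon, GTPase and MHC class I lists were higher by median than in every group of controls tried, with 36 of their promoters called. Microglial chromatin would have to make up a median of 64.2% of the gap to MiGl at the 36 called promoters, while the microglia marker promoters allow a median of 0.773% and at most 20.4%, which argues against it, in doublets of MOL and MiGl too, since these bring the same markers. Spread between single libraries is argued against by the lone controls, whose interferon medians reached at most 0.227 in size, compared with 1.38 to 1.51 for EAE3 against 3 controls. For MHC class I they reached at most 0.291 (1.06 to 1.17 for EAE3). The furthest was Ctr1 at the GTPases, −0.614, which fry put under 0.05 before adjustment, opposite in sign to EAE3 and compared with 2.42 to 2.81. Longer called peaks fit the rise of the interferon list by the test made for it. Its median fell from 1.44 to 0.432 with the covered length in the offset. The test was not made for the other lists. Their medians fell from 2.65 to 0.968 (GTPases) and from 1.13 to 0.388 (MHC class I), narrowly short of the fall that the rule asked for. Longer called peaks stay a candidate for most of the rise of these lists. Calls ended both from lower folds and from a wider error (biological coefficient of variation 0.104 before and 0.169 after). Peaks may also widen because signal rises. At the Psmb9 and Tap1 promoter the length was not the whole rise (log2 1.88, SE 0.26, adjusted p = 0.00894), but disease and the single EAE animal behind EAE3 cannot be separated, so no biological explanation is drawn.

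In control OPC the immune promoters named by the study carried more cut sites than in control MOL (median log2 1.11, fry adjusted p = 0.00571), but not past the threshold with an estimated correlation (adjusted p = 0.230). A general shift of weakly open promoters stays open. The list's median exceeded 99.94% of lists matched on accessibility, but its genes were chosen on these samples, and of the lists fixed in advance MHC class I exceeded 99.33%, TNF and NF-kB 98%, interferon response 91.46%, the GTPases 76.17% and MHC class II 56.82%. Cells of cluster 16, the OPC cluster of lowest prediction score, are argued against as the source. The median was 1.30 without them, in a fit that also lost Ctr3, 1.15 without Ctr3 alone and 1.11 with all cells. Whether astrocytes among the cells of that cluster raised the astrocyte marker promoters could not be decided: the markers stood at 3.99 times the main OPC cluster in Ctr1, 2.498 times in Ctr3 and 1.86 times in Ctr4, which held 9 such cells and so stayed short of the doubling set in advance. OPC markers stood at 0.484, 0.385 and 0.314 times, as astrocytes would give. The study also detected no accessible Sox10 locus in its cluster 16. If the deposited cluster numbers are those of the study, this speaks against the name OPC for these cells. Of 32 splits of the pseudobulks 1, the real one, gave 3728 promoters and the highest other gave 0. This says nothing about chance, because OPC and MOL were named from the accessibility of these same cells. A difference in cell type between OPC and MOL stays a candidate explanation that was tested on the same data.

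Nearly all annotated cells of EAE2 were MiGl. Oligodendrocytes lost to the filter on cells are argued against: the 54 called cells of EAE2 outside the annotated MOL, OPC and MiGl carried the myelin promoters at 731 CPM in sum, compared with 703 in its MiGl and 5245 in the MOL of EAE3, which is 0.611% of the way. A different yield of the sort and a swapped or mislabelled pool stay open, as nothing in the files separates them. Pooling at 4:1 would hold the Sox10-GFP− cells far below 96.3% whatever the infiltration, but whether all MiGl were Sox10-GFP− was not tested. MiGl made up 27.8% of EAE1, already more than that ratio gives to Sox10-GFP− cells. The study also reported MiGl in its multi-ome of sorted Sox10-GFP cells. Infiltration by disease therefore stays open, and the labels also describe total nuclei without selection.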

How the results depend on the processing

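The replicate block for cell shares, the covered length in the list tests, the single TSS at the gene's 5′ end, the regions without a peak required in EAE2, the block of EAE3 and Ctr1, and OPC without their cluster of lowest score were chosen after the data were seen. Over 293 alternatives of the main results, 211 stayed the same, 25 lost a call, 9 reversed and 48 moved. For tests the same means the same direction and side of the threshold. For counts, percents and percentiles it means a value within a limit set around the main one. Library quality, cell shares and fragment classes are among the 293. Their exact tests could not pass, so only their direction could change. Over 1566 alternatives of named genes, regions and other lists, 1341 kept direction and side of the threshold. Of the rest, 148 lost a call, 20 gained 1 and 57 reversed. Where no cause is given below, the cause was not tested. No paired analysis was possible for promoters, regions and lists because EAE3 shares only 1 replicate number with a control. For cell shares the replicate block gave 42.7 points for MiGl, −4.52 for OPC, −40.6 for MOL and 2.38 for others. A fit without EAE3 could not be made because no EAE pseudobulk remained. The OPC of Ctr1 held 648732 cut sites, and at the depth of the OPC pseudobulks 19% of simulated promoter changes of log2 1 were recovered.

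With the covered peak length in the offset, counts fell to 11 MOL regions, 6 MOL promoters and 8 MOL56 promoters, and the lists passing the directional test to 0 in MOL and 0 in OPC (the mixed test 5 and 0, from 9 and 6). Adjusted p became 0.375 for MHC class I and for GTPases in MOL, 0.452 for interferon response in MOL, 0.992 for MHC class II and 0.750 for interferon response in OPC. Signs turned at MOL promoters of Hsph1 (0.21), H2-Aa (−1.24), H2-D1 (−0.21), Nlrc5 (−0.0456), B2m (−0.64), Socs1 (−0.52), Irf1 (−0.27), Cebpb (−0.39), Bcl3 (−0.42), P2ry12 (−0.0505) and Laptm5 (−0.51), and at OPC promoters of H2-D1 (−0.13), Irgm1 (−0.12) and Cd74 (−0.49). List directions turned in MOL, none past the threshold, for cytokine receptors, microglia markers and MHC class II (adjusted p = 0.874), for cell cycle, T and NK markers, AP-1, endothelial markers, integrated stress response and cholesterol synthesis (0.887) and VLMC (0.977). In OPC they turned for MHC class I, the study's list, microglia markers and cytokine receptors (0.827), TNF and VLMC (0.992). This offset moved the median of all regions to −0.106 in MOL (from −0.023) and −0.107 in OPC (from −0.031).

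With limma and uncalled libraries missing, 49 MOL regions (59.2% higher, against 96.5%), 76 MOL promoters, 73 MOL56 promoters and 1 OPC region passed, and the median of all OPC regions was 0.121. Without the filter on low counts 9 OPC regions passed. DESeq2 called 1 promoter for the interaction. With the gene's 5′ end alone Hsp90aa1 had 0.15. With no peak required in EAE2, 73490 MOL regions were tested and their median was −0.021 (from −0.023). Some main calls were lost there and other regions were called. Camera called 10 OPC lists with the preset and 1 with the estimated correlation, and MHC class II in OPC had 0.0959 with the latter. Weak MOL lists turned sign with camera: integrated stress response, oligodendrocyte transcription factors and VLMC (0.966 preset, 0.970 estimated) and cholesterol synthesis (0.9501 and 0.970). Without TMM, sign turned for oligodendrocyte transcription factors (0.915), VLMC (0.998) and cholesterol synthesis (0.965) in MOL and Schwann cell markers (0.750) in OPC. Without the OPC cluster of lowest score MHC class II had 0.0652, and cholesterol synthesis (0.974), housekeeping (0.846) and pericyte markers (0.872) turned sign. The fit without that cluster also lost Ctr3. With cells whose cluster is mostly of their type, the difference in other cells was −0.756 points in place of 2.13.

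Percentiles in the controls moved with 2 kb promoters to 17.4 for interferon response in MOL, 18.7 for MHC class II in MOL and 19.8 in OPC. Per kb of called peak they were 17.9 (interferon response), 22.6 (MHC class I), 18.4 (MHC class II) and 20.1 (the study's list) in MOL, and 32.0, 51.2, 52.4 and 52.0 in OPC. Against random lists matched on GC, the percent below was 9.74 for MHC class II and 2.53 for the study's list in MOL, and 0.0400 for interferon response, 6.01 for MHC class I, 8.54 for MHC class II and 27.7 for the study's list in OPC. Of the GTPases 85.7% were higher in MiGl with EAE3 and Ctr1 as blocks, and 100% of MHC class I with those blocks or without TMM.

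Leaving out 1 library in turn gave 148 (without Ctr3) to 371 (without Ctr1) MOL regions, 107 to 215 MOL56 promoters, 0 to 9 (without Ctr2) OPC promoters and 0 to 66 (without Ctr2) OPC regions. It gave 0 to 3 passing lists in MOL and 0 to 1 in OPC. Adjusted p ran from 0.0599 to 0.124 for MHC class I and interferon response in MOL, 0.0455 to 0.124 for GTPases in MOL, 0.0175 to 0.172 for MHC class II and 0.0768 to 0.172 for interferon response in OPC. Weak lists that turned sign ran from 0.809 to 0.983 (endothelial and astrocyte markers), 0.482 to 0.994 (integrated stress response), 0.836 to 0.962 (oligodendrocyte transcription factors), 0.491 to 0.984 (VLMC) and 0.211 to 0.984 (cholesterol synthesis) in MOL, and 0.696 to 0.907 (pericyte markers) in OPC. The MOL promoter of Pitpnm2 ran from −0.0257 to 0.22. EAE minus Ctr ran from −428.5 (without EAE1) to 1046 called cells, −5.95 to 2.26 (without EAE2) percent of fragments in peaks, −0.178 (without Ctr4) to 0.322 percent mitochondrial and −0.607 (without EAE2) to 4.76 percent duplicate read pairs.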

Other observations

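No test of a hypothesis is added in this part, and the values below were chosen after the data were seen. Committed precursors and newly formed oligodendrocytes (COP and NFOL), the stages between OPC and MOL, appeared in the annotation of EAE libraries. EAE3 held 34 among 523 cells (6.501%, 95% exact interval 4.54 to 8.97) and EAE1 13 among 2165 (0.600%, 0.320 to 1.02). In the controls they came to 0 of 2098 cells, which allows a share of up to 0.143%. Labels by transfer gave another picture, with 49 such cells in EAE3 (9.37%), 34 in EAE1 (1.57%), 0 in EAE2 and 24 in the controls. In Ctr1 to Ctr4 these were 0.859%, 0.822%, 1.90% and 1.51%, so EAE1 lay within their range. The 0 therefore holds for the deposited names only, and which step changed the names was not tested.

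Deposited MOL names followed the condition in all but a few cells: 416 of 417 MOL in EAE3 had an EAE name and 1 of 216 in Ctr4 did. The study corrected by hand MOL whose transferred label named the other condition, so this match was set and is no result. Label transfer had given 162 of the 417 MOL in EAE3 a control name. Of 7622 called cells 4895 were annotated (64.2%), and 2331 of the 2727 others had more fragments in peaks than the upper limit that the authors set. By the computed percent of fragments in peaks, 2 annotated cells lay under 15.

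Promoter regions made up 38.7% of the 194 regions that were higher in the MOL of EAE3, 0% of the 7 lower ones and 30.8% of the 39874 that were not called. These regions all held a called peak in each of 6 libraries, and of all 306503 merged regions 5.31% were promoters. The higher regions were also wider, with a median of 3500 bp against 2332 bp for those not called. A wider region overlaps a promoter more readily, and the shares were not matched on width. The value quoted from the study above counts peaks that differed in oligodendroglia, OPC included, so the denominators are unlike and no direction is drawn.

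The aggregated peaks of the authors numbered 98724, of which 52446 (53.1%) overlapped a region called in all 6 libraries. Called peaks numbered 162207, 136740 and 158418 in EAE1 to EAE3 and 105205, 175435, 134022 and 147871 in Ctr1 to Ctr4. Pairs of control MOL pseudobulks correlated at 0.973 to 0.985 across promoters (Pearson, log2 CPM), where promoters are not independent replicates.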
